A study of Mus musculus with 28 samples. Its data were reported in "Spen links RNA-mediated endogenous retrovirus silencing and X chromosome inactivation" (2020).

How the data were processed

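ChIP-seq peak lists from WT and Spen KO (clone 2) HATX mESCs were analysed. The 28 samples comprised 16 ChIP libraries, 2 per genotype for each of H3K27Ac, H3K4me3, H3K9me3 and Oct4, and 12 input libraries, with separate inputs for H3K4me3 and H3K27Ac, for H3K9me3 and for Oct4. Groups and replicate numbers were taken from the sample labels. Read alignments, read counts and signal from the input libraries were not analysed here, so depth per library is unknown and no count-based test was made.

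According to their methods, the authors mapped paired reads to mm9 with Bowtie2, kept unique concordant pairs, removed duplicates with Picard and called peaks with MACS2 at a q-value of 0.01 with input as background. The authors also made alignments in which multiply mapping reads were placed at random, and which alignments the lists came from is not stated, which limits what the lists show about repeats. For H3K27Ac and H3K4me3, the authors kept peaks with an irreproducible discovery rate (IDR) below 0.05 between the libraries, which they describe as technical replicates. These deposited lists hold, per peak, a score for each library and the IDR. Which MACS2 column the score came from is not stated, and the mean of both scores was used here to rank peaks. For H3K9me3, the deposited score fits 100 times the log2 ratio of ChIP over input, and the accompanying p-value column fits a false discovery rate of up to 0.05. The methods name MACS2 and IDR for the histone marks together, but the H3K9me3 lists hold domains of joined 200 bp windows and no IDR, so how these lists were made and whether the libraries were pooled is uncertain. Only the score was used here. For Oct4, the deposited lists hold the fold enrichment over input, with the p-value and q-value as −log10, for each library and without an IDR filter. The fold enrichment was used for ranking. In the study, the authors compared genotypes by read counts in merged peaks with DESeq2. Without counts, that test could not be repeated, and the lists were compared by overlap.

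Calling thresholds affect these comparisons. A peak absent from a list may lie just under the threshold, and deeper libraries give longer lists. The IDR filter removes peaks that differ between libraries, so the combined lists understate the spread between libraries. Different list formats and separate inputs mean that widths and scores cannot be compared between antibodies.

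Overlap was computed from the deposited coordinates, which are printed with starts counted from 1. Peaks were shared when they overlapped the list of the other genotype by at least 1 bp, and otherwise WT-only or Spen KO-only. The Jaccard index was the number of shared bases over the bases of the union. Overlap of peaks of 1 genotype with another mark was set against 10000 random lists of the same size, drawn from the same list within 5 width classes by 5 score classes. The percentile is the share of random lists below the observed value and describes these lists rather than a test between genotypes. Shares carry Wilson 95% intervals, which cover counting error only, since peaks depend on their neighbours and libraries vary. Oct4 comparisons used exact permutation tests over all assignments of the 4 libraries, with a smallest p of 0.333. They were two-sided, except that overlap within against between genotypes was tested one-sided for an excess within genotypes. The longest run of consecutive absent peaks was set against 10000 shuffles. Genes were taken from the GENCODE annotation of the mm9 build, and TSSs of protein-coding genes within 1000 bp of a peak were counted. Multi-copy sequence was counted from all 31-base words of the mm9 sequence, with at least 10 copies for at least 50% of the words in a peak. For the closing observations, log2 ratios of Spen KO over WT were computed per chromosome and in 5 Mb bins, and the Oct4 octamer was counted in 200 bp windows at peaks and in flanking windows 1000 bp away. Peaks on unplaced sequences were kept in the list totals.

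The comparisons, the tests and most of the alternatives were fixed before the data were examined. The alternatives fixed then were 50% overlap of the shorter peak, a gap of up to 1000 bp, the stronger 50% of every list, lists cut to equal length, autosomes alone, merging of peaks within 1000 bp, random lists without matching, Oct4 in at least 1 Spen KO library, 1-genotype peaks from the stronger 50% of their list, the replicate number as a block, and leaving out each Oct4 library. The restriction to chromosomes with even H3K9me3 coverage, the multi-copy comparison with its alternatives of 5 and 50 copies, and the removal of unplaced sequences from the longest run were added later. Named peaks followed a fixed rule. They were H3K27Ac Spen KO-only peaks at a WT-only H3K9me3 domain with Oct4 in both Spen KO libraries and no WT library, ranked by score, at most 6. The Oct4 condition was to be dropped if fewer than 3 peaks met it. The Spen gene was examined as the targeted gene.

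Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0, and figures were drawn with matplotlib 3.10.9. The code was tested on simulated data. Overlap calls were equal to those of bedtools 2.31.1 for 100% of 4000 simulated peaks. With nothing planted, 1.5% of 200 simulations lay above the middle 95% of the matched random lists, and with a planted 2-fold enrichment 100% did. A planted run of 25 absent peaks was recovered at a length of 25. All 20 planted repeat copies and 0 of 20 unique windows were called multi-copy, and a planted difference of 10 percentage points was recovered as 10.4.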

Results

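Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed in mouse embryonic stem cells (mESCs) of the haploid HATX line, either WT or carrying a knockout of Spen (clone 2, written Spen KO). Spen is an RNA-binding repressor that works with Xist, the noncoding RNA that silences the X chromosome. There were 28 samples, of which 16 were ChIP libraries and 12 were input libraries. The 4 antibodies were against H3K27Ac, a mark of active enhancers and promoters, H3K4me3, a mark of active promoters, H3K9me3, a mark of silenced chromatin, and the transcription factor Oct4. Each antibody was used on 2 libraries per genotype. The files gave 10 peak lists: 1 list per genotype for each histone mark, made from both libraries, and 1 list per library for Oct4. Differences in a histone mark therefore had no replicate test, and Oct4 comparisons rested on 2 WT and 2 Spen KO libraries. Read numbers were not in the files, so the sequencing depth of each library is unknown. All positions below are in the mm9 build.

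The H3K27Ac lists held 13922 WT peaks covering 22.4 Mb and 11932 Spen KO peaks covering 17.8 Mb. The H3K4me3 lists held 34823 WT peaks covering 64.5 Mb and 31091 Spen KO peaks covering 50.3 Mb. For H3K9me3, 53745 WT domains covered 394 Mb and 70268 Spen KO domains covered 371 Mb, with a median width of 5400 bp in WT and 3800 bp in Spen KO. Within the lists made by combining 2 libraries, the peak values of the libraries had a Spearman correlation across peaks of 0.635 (WT) and 0.680 (Spen KO) for H3K27Ac. The correlation was 0.830 (WT) and 0.785 (Spen KO) for H3K4me3. Peaks are not independent replicates, and peaks that the libraries did not share had been removed beforehand. Transcription start sites (TSSs) of protein-coding genes lay within 1000 bp of 37.2% of WT and 42.5% of Spen KO H3K27Ac peaks. The share was 47.0% and 51.0% for H3K4me3, and 4.41% and 3.43% for H3K9me3.

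The targeted gene was examined before the genome-wide comparisons. Spen (ENSMUSG00000040761.9) lies on the minus strand of chromosome 4, at 141023805 to 141094512, and spans 70.7 kb. Within it, H3K4me3 was called in 4 WT peaks covering 8.97 kb and in 6 Spen KO peaks covering 24.03 kb. H3K27Ac had 0 peaks in WT and 1 peak in Spen KO, at 141091960 to 141094464 over the promoter. H3K9me3 had 0 peaks in both genotypes, and Oct4 had 1 peak, in WT replicate 2. Spen KO peaks lay over exons at both ends of the gene, while no list had a peak between the end of a WT H3K4me3 peak at 141035580 and the start of a Spen KO H3K4me3 peak at 141073151. The peak lists thus neither located a deletion in Spen nor gave a check of the genotype, and the names WT and Spen KO are those of the labels.

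**Figure D1:**
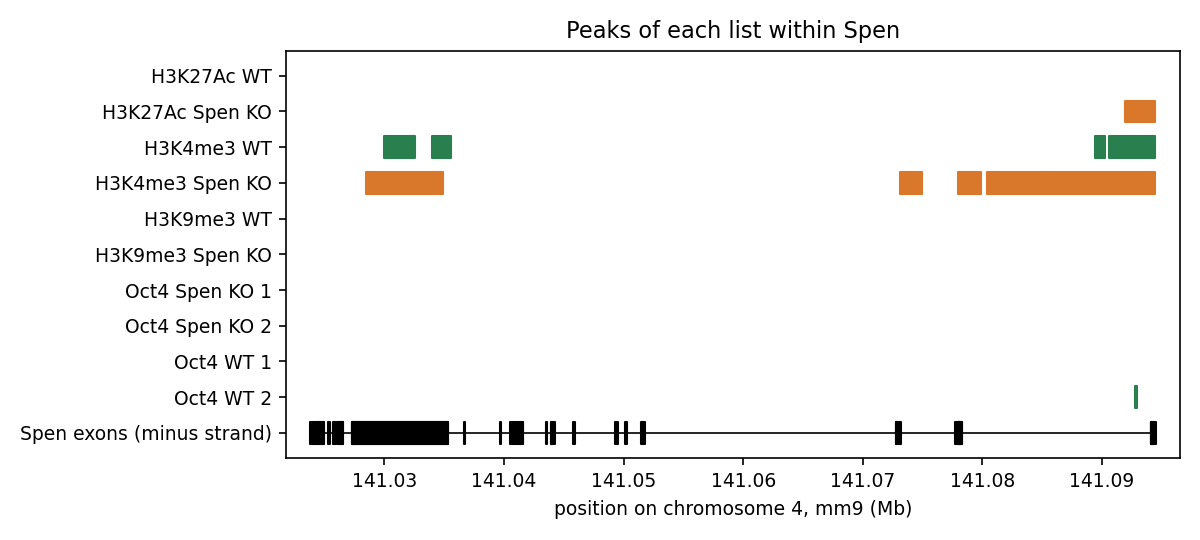
Peaks of the 10 lists (bars) across Spen on chromosome 4, in Mb of the mm9 build, for WT (green) and Spen KO (orange), with the exons in black. H3K4me3 covered 8.97 kb of the gene in WT and 24.03 kb in Spen KO.

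The comparison of the histone mark lists addressed which marks are gained or lost without Spen. A peak was called WT-only or Spen KO-only when it shared no base with the list of the other genotype. For H3K27Ac, 5544 WT peaks (39.8% of the list, Wilson 95% interval 39.0 to 40.6) were WT-only and 3510 Spen KO peaks (29.4%, 28.6 to 30.2) were Spen KO-only, a ratio of 0.633. For H3K4me3, 8065 peaks (23.2%, 22.7 to 23.6) were WT-only and 2951 (9.49%, 9.17 to 9.82) were Spen KO-only, a ratio of 0.366. For H3K9me3, the ratio was 2.58, with 6332 WT-only domains (11.8%, 11.5 to 12.1) and 16310 Spen KO-only domains (23.2%, 22.9 to 23.5). Counted over all bases, H3K9me3 went the other way, with 102 Mb covered in WT alone and 78.8 Mb in Spen KO alone. Those bases include parts of shared domains that only 1 list covered. The WT-only domains themselves covered 24.3 Mb and the Spen KO-only domains 47.1 Mb, in the order of the counts. The shared bases made up 0.481 of the union of both lists for H3K27Ac, 0.672 for H3K4me3 and 0.618 for H3K9me3.

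Peaks found in 1 genotype were weak peaks of their own list. The median score percentile was 26.99 for WT-only and 27.99 for Spen KO-only peaks of H3K27Ac, 16.4 and 11.4 for H3K4me3, and 27.6 and 25.6 for H3K9me3. Of the alternatives tried, cutting the lists of a mark to equal length by score moved the 3 ratios most. The ratio then rose to 0.973 for H3K27Ac, with an interval that included 1 (0.930 to 1.017), and to 0.705 for H3K4me3. The H3K9me3 ratio fell to 0.652, so that its direction changed. For the shared bases, the gap of up to 1000 bp was applied by widening the peaks of both lists before counting. This moved the values most, to 0.505, 0.711 and 0.646 in the same order.

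**Figure D2:**
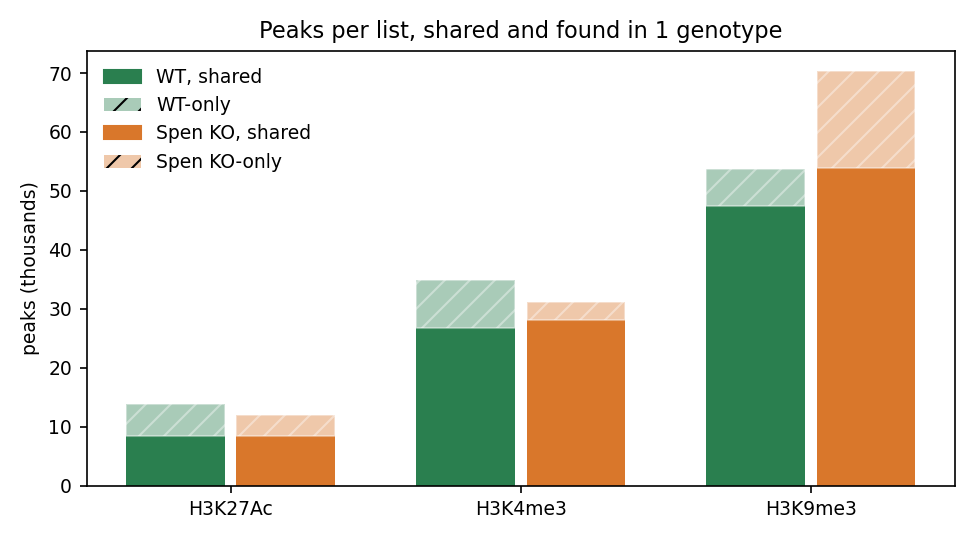
Number of peaks (in units of 1000) in the H3K27Ac, H3K4me3 and H3K9me3 lists of WT (green) and Spen KO (orange), with hatching for peaks found in 1 genotype. There were more WT-only than Spen KO-only peaks for H3K27Ac (5544 and 3510) and H3K4me3 (8065 and 2951), and fewer for H3K9me3 (6332 and 16310).

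If the loss of silencing exposes regulatory elements, peaks of active marks found in Spen KO alone should lie where H3K9me3 was found in WT alone. Of the 3510 H3K27Ac Spen KO-only peaks, 101 (2.88%, Wilson 95% interval 2.37 to 3.48) overlapped a WT-only H3K9me3 domain. Random lists drawn from the Spen KO list with the same widths and scores had a mean of 1.81% (middle 95%, 1.48 to 2.17), and the observed share was above all 10000 of them. The share was 1.80% of the 8422 Spen KO peaks shared with WT. In the mirror comparison, 82 of 5544 WT-only peaks (1.48%) overlapped such a domain, at percentile 51.9 of their matched random lists. For H3K4me3, 63 of 2951 Spen KO-only peaks (2.13%, 1.67 to 2.72) overlapped a WT-only H3K9me3 domain. Their matched random lists had a mean of 1.04% (0.746 to 1.36), and the observed share was again above all 10000. The share was 0.697% of shared peaks, and 0.756% of the 8065 WT-only peaks, at percentile 2.33. The alternative that moved the H3K27Ac share most was cutting the lists to equal length, which raised it to 4.30%. The H3K4me3 share moved most when a gap of up to 1000 bp counted as overlap, to 3.15%. With that gap, the WT-only H3K4me3 peaks also lay high among their random lists (1.71%, percentile 99.58), so the contrast between the genotypes depended on the overlap rule.

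The H3K27Ac overlap was not confined to domains found in WT alone. H3K27Ac Spen KO-only peaks overlapped H3K9me3 domains of WT that were shared with Spen KO in 10.6% of cases, against a random mean of 8.36% and above all 10000 random lists. For H3K4me3, that share was 8.17% against a random mean of 8.58%, at percentile 15.95. Spen KO-only H3K9me3 domains overlapped 0.541% of H3K27Ac Spen KO-only peaks, at percentile 92.3, and 0.610% of those of H3K4me3, at percentile 0.4. In the mirror comparison, H3K27Ac WT-only peaks overlapped shared domains in 5.14% of cases, below all 10000 random lists, and Spen KO-only domains in 0.541%, at percentile 98.63. H3K4me3 WT-only peaks overlapped shared domains in 5.90% and Spen KO-only domains in 0.608% of cases, both below all 10000. Whether the shares differed between the kinds of H3K9me3 domain was not tested.

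**Figure D3:**
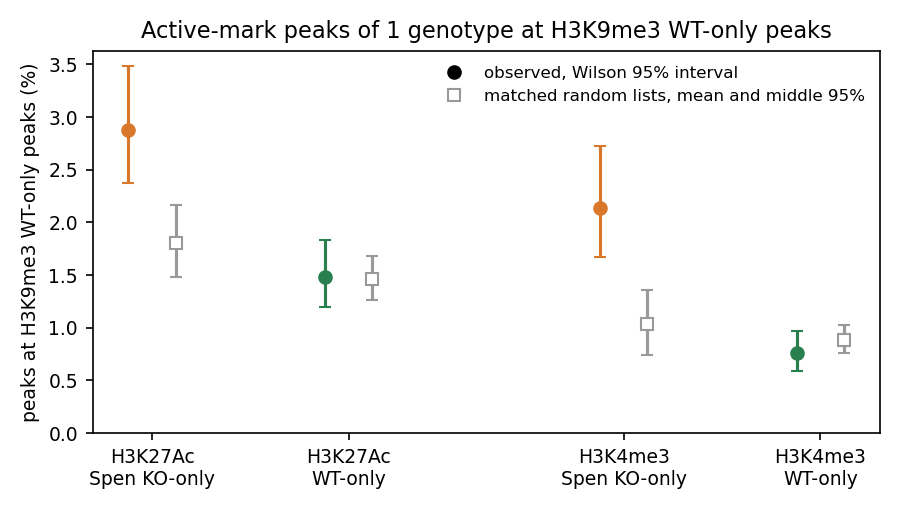
Share (%) of H3K27Ac and H3K4me3 peaks found in 1 genotype that overlapped a WT-only H3K9me3 domain, as filled points with Wilson 95% intervals, beside the mean and middle 95% of 10000 matched random lists (open squares). The Spen KO-only shares of 2.88% and 2.13% lay above the random lists, and the WT-only shares of 1.48% and 0.756% did not, with overlap of at least 1 bp.

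The peaks named here were meant to carry Oct4 in both Spen KO libraries and in no WT library as well. Because 0 of the 101 H3K27Ac Spen KO-only peaks at WT-only H3K9me3 domains did so, which allows a count of up to 3, the Oct4 condition was dropped and the 6 peaks with the highest scores were taken. Of the 101 peaks, 8 had Oct4 in at least 1 Spen KO library and in no WT library, 1 had it in both WT libraries and no Spen KO library, 11 were also Spen KO-only for H3K4me3, and 2 were on the X chromosome. The highest score (percentile 95.5 of the list) was at chromosome 3, 86644535 to 86645360, in an intron of Dclk2. A second peak in the same intron, at 86642775 to 86644346 (percentile 84.5), overlapped the same H3K9me3 domain, at 86643801 to 86647800. On chromosome 4, the peak at 101116345 to 101119077 (percentile 90.3) lay in an intron of Ak4, 751 bp from its TSS, and Oct4 was found there in Spen KO replicate 2, at 6.12-fold enrichment over input. On chromosome 11, the peak at 22871921 to 22873119 (percentile 87.7) overlapped an exon and the TSS of Commd1. Oct4 was found there in WT replicate 1 (6.43-fold) and WT replicate 2 (9.57-fold) and in no Spen KO library. The peak on chromosome 3 at 135213983 to 135215973 (percentile 79.1) overlapped an exon and UTR of Manba, and that on chromosome 18 at 20934147 to 20935685 (percentile 78.5) was intergenic, 29.2 kb from the TSS of B4galt6. Each of the 6 lay outside multi-copy sequence as defined below.

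Oct4 binding was compared between 2 WT and 2 Spen KO libraries. An exact permutation test of 2 against 2 libraries cannot give a two-sided p below 0.333, so no Oct4 comparison could reach a p of 0.05. The lists held 1806 and 4111 peaks in WT replicates 1 and 2, and 2617 and 3028 peaks in Spen KO replicates 1 and 2. The mean was 2958.5 ± 1630 (SD, n = 2) in WT and 2822.5 ± 291 (SD, n = 2) in Spen KO, a difference of -136 (p = 1, exact permutation test). Either WT library decided the difference, which was 1016.5 without WT replicate 2 and -1288.5 without WT replicate 1. Without Spen KO replicate 1 it was 69.5, and without Spen KO replicate 2 it was -341.5. WT-only H3K9me3 domains overlapped 0.609% and 1.56% of WT peaks and 1.38% and 2.01% of Spen KO peaks. The difference in means of 0.612 percentage points was not distinguishable from the spread between libraries (p = 0.667, exact permutation test). It was 0.138 without WT replicate 1, 1.09 without WT replicate 2, 0.932 without Spen KO replicate 1 and 0.293 without Spen KO replicate 2. H3K27Ac Spen KO-only peaks overlapped 5.20% and 4.33% of WT Oct4 peaks and 5.04% and 6.61% of Spen KO Oct4 peaks, a difference of 1.06 points (p = 0.667, exact permutation test). This fell to 0.620 without WT replicate 2 and 0.277 without Spen KO replicate 2, and rose to 1.84 without Spen KO replicate 1. Of the alternatives other than leaving out a library, the one that moved this difference most was counting gaps of up to 1000 bp as overlap, which lowered it to 0.177.

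With 2 libraries per genotype, the lists did not decide whether the Oct4 libraries grouped by genotype. The lists of Spen KO replicates 1 and 2 shared 0.276 of the bases of their union, and those of WT replicates 1 and 2 shared 0.0587. Between genotypes, the value was 0.265 for WT replicate 2 and Spen KO replicate 2, 0.189 for WT replicate 2 and Spen KO replicate 1, and 0.0628 and 0.0774 for WT replicate 1 with Spen KO replicates 1 and 2. Overlap within a genotype exceeded that between genotypes by 0.0186 (p = 0.333, exact permutation test, one-sided, the smallest value the design allows). Grouping WT replicate 1 with Spen KO replicate 2 instead gave a larger difference of opposite sign, which the one-sided p leaves out. Without Spen KO replicate 1 the difference was -0.113, without Spen KO replicate 2 it was -0.0672, without WT replicate 1 it was 0.0486 and without WT replicate 2 it was 0.205. WT replicate 1 stood apart in where its peaks lay. A TSS was within 1000 bp of 73.8% of its peaks (Wilson 95% interval 71.7 to 75.8), against 21.8% in WT replicate 2, 26.9% in Spen KO replicate 1 and 21.2% in Spen KO replicate 2.

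**Figure D4:**
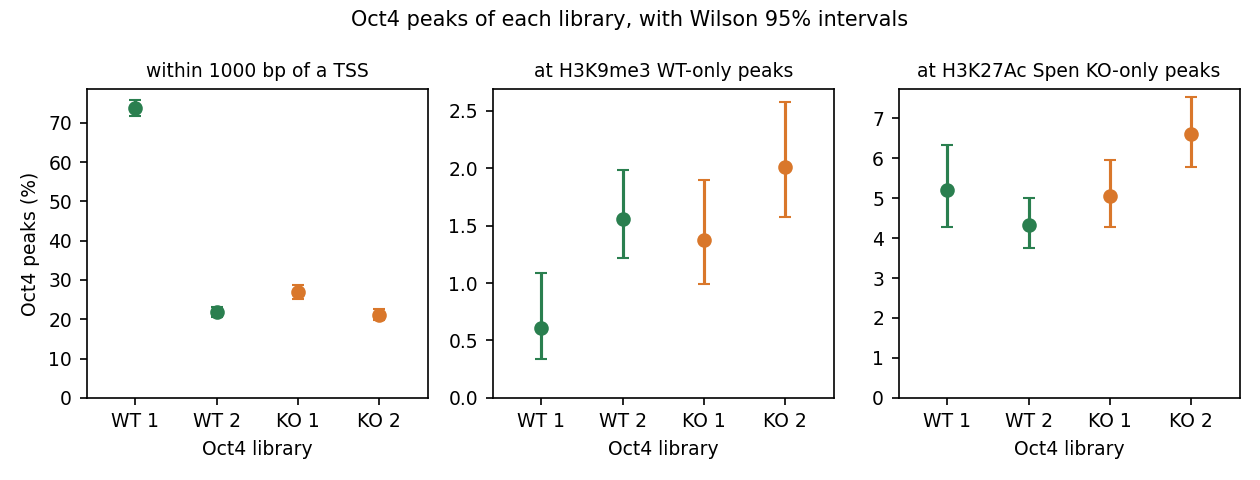
Share (%) of the Oct4 peaks of each of the 4 libraries within 1000 bp of a TSS, at WT-only H3K9me3 domains and at H3K27Ac Spen KO-only peaks, with Wilson 95% intervals, for WT (green) and Spen KO (orange). WT replicate 1 had 73.8% of its peaks near a TSS, and the other libraries lay between 21.2% and 26.9%.

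Oct4 gained together with an active mark was rarely called, with Oct4 taken as present or absent in the list of each library. The study reported higher Oct4 occupancy from ChIP-seq reads at sites that became more accessible. Those sites and that measure were not examined here. Of H3K27Ac Spen KO-only peaks, 29 of 3510 (0.826%, Wilson 95% interval 0.576 to 1.18) overlapped an Oct4 peak in both Spen KO libraries and in no WT library, at percentile 25.5 of matched random lists and below the 1.83% of shared peaks. The mirror, WT-only peaks with Oct4 in both WT libraries and in no Spen KO library, gave 1 of 5544 (0.0180%). For H3K4me3, 10 of 2951 Spen KO-only peaks (0.339%) met the condition, at percentile 71.6, and 0 of 8065 WT-only peaks met the mirror condition (upper Wilson bound 0.0476%). The low mirror shares depended on asking for both WT libraries, of which WT replicate 1 shared few peaks with the other libraries. Without WT replicate 1, the mirror share was 1.59% for H3K27Ac (percentile 2.05) and 1.04% for H3K4me3 (percentile 15.8). Without WT replicate 2, it was 0.469% and 0.211%. Either removal leaves 1 WT library to be met, so the mirror share could only rise or stay the same. The Spen KO-only shares without WT replicate 1, 0.855% and 0.339%, still asked for both Spen KO libraries. They cannot be set against that looser mirror. Asking for Oct4 in at least 1 Spen KO library moved the H3K27Ac share most, to 4.16% at percentile 42.3. The mirror, loosened alike to at least 1 WT library, was 2.04% at percentile 0. For H3K4me3, the Spen KO-only share was then 0.949% (percentile 7.38) and the mirror share 1.25% (percentile 5.5), the opposite order. Leaving out a library loosens the Spen KO-only condition as well, so those shares could only rise or stay the same. Such rises do not show that a single library decided a share. The H3K27Ac share was 1.88% without WT replicate 2, 2.99% without Spen KO replicate 1 and 1.99% without Spen KO replicate 2. The H3K4me3 share was 1.19%, 0.678% and 0.610% in the same order.

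Because Spen acts in silencing of the X chromosome, the share of peaks on the X was compared between genotypes. In these cells Xist is a doxycycline-inducible transgene, and neither the labels nor the authors' ChIP methods mention its induction. The study reported X silencing in WT cells after induction. The comparison is therefore not taken as a test of Xist-dependent silencing. For H3K27Ac, 159 of 13922 WT peaks (1.14%, Wilson 95% interval 0.979 to 1.33) and 300 of 11932 Spen KO peaks (2.51%, 2.25 to 2.81) were on the X, a difference of 1.37 percentage points (1.04 to 1.70). The share was 2.91% in WT and 3.30% in Spen KO for H3K4me3, a difference of 0.382 (0.116 to 0.648). It was 5.97% and 6.87% for H3K9me3, a difference of 0.906 (0.632 to 1.18). For Oct4 it was 0.664% and 1.41% in WT and 0.879% and 1.65% in Spen KO, a difference of 0.227 (p = 0.667, exact permutation test). That difference was -0.146 without WT replicate 1, -0.159 without Spen KO replicate 2, 0.601 without WT replicate 2 and 0.614 without Spen KO replicate 1. The alternative that moved the X share most was cutting the H3K9me3 lists to equal length, which raised its difference to 2.74. In lists of equal length, the H3K4me3 difference was 0.142 (-0.136 to 0.419) and no longer excluded 0. On the log2 scale, the X share of H3K27Ac rose by 1.14, and the autosomes ranged from -0.45 (chromosome 17) to 0.28 (chromosome 19). The X value was 0.18 for H3K4me3, above each of the 19 autosomes, of which the highest had 0.15. It was 0.20 for H3K9me3 with 2 autosomes above it, and 0.29 for Oct4 with 3 autosomes above it. The autosomes themselves differed, and chromosomes 4, 10, 12, 16 and 17 had a lower share in Spen KO for each of the 4 antibodies.

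**Figure D5:**
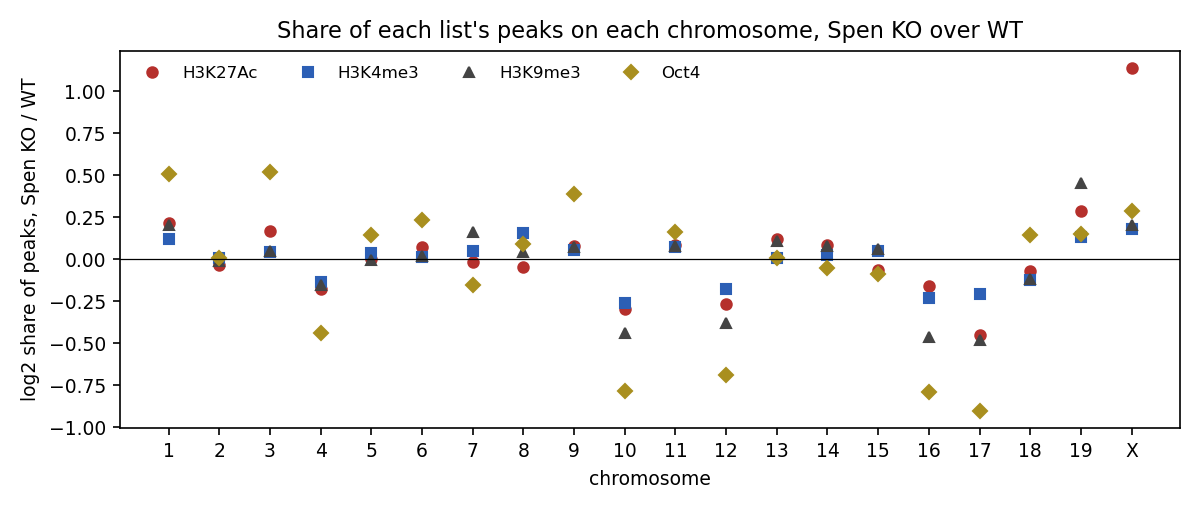
Share of the peaks of a list on each chromosome, as the log2 ratio of Spen KO over WT, for H3K27Ac, H3K4me3, H3K9me3 and Oct4 (mean share of 2 libraries per genotype). The X value of H3K27Ac was 1.14, and the autosomes of that mark ranged from -0.45 to 0.28.

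A deletion would remove consecutive peaks, so runs of WT H3K4me3 peaks with no Spen KO counterpart were counted. The longest run on a placed chromosome had 10 peaks and occurred in 2 places. Shuffling which peaks of the list were absent gave a run as long in a share of 0.012 of 10000 shuffles, although neighbouring peaks are not independent. The run on chromosome 12, at 55810516 to 55877457 (66.9 kb), covered Snx6 and 6 U1 small nuclear RNA genes, and 1 of its 10 peaks lay in multi-copy sequence. The Spen KO lists of the other antibodies had 14 peaks in this region. The run on chromosome 6, at 114529958 to 114586880 (56.9 kb), held no annotated gene, and 10 of its 10 peaks lay in multi-copy sequence. The longest run moved most in lists of equal length, to 8 peaks.

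Multi-copy sequence was examined because repeats are the silenced elements of interest in the study. This comparison was chosen after the lists had been examined. A peak was called multi-copy when at least 50% of its 31-base words were present at least 10 times in the genome. Of H3K27Ac Spen KO-only peaks, 127 of 3508 (3.62%, Wilson 95% interval 3.05 to 4.29) were multi-copy, against a mean of 2.91% (2.51 to 3.31) in matched random lists, at percentile 99.98. The share was 1.71% of shared Spen KO peaks and 0.975% of WT-only peaks, which lay below all 10000 of their random lists. H3K4me3 went the other way, with 4.28% (3.61 to 5.07) of Spen KO-only peaks against a random mean of 9.48% (8.60 to 10.4), below all 10000, and 11.5% of shared peaks. WT-only H3K4me3 peaks were depleted as well, with 6.14% (5.64 to 6.69) against a random mean of 8.98%, also below all 10000. Lowering the number of copies to 5 moved the H3K27Ac share most, to 5.47%.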

Values the study reported

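The study reported 1125 sites gaining H3K27Ac and 660 sites losing H3K9me3 in Spen KO mESCs, from read counts. By ATAC-seq, which measures open chromatin, it reported 288 autosomal sites that became more accessible in Spen KO mESCs and 147 that became less accessible.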

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

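The restriction to chromosomes with even H3K9me3 coverage and the levels of 5 and 50 copies were chosen only after the results were seen. Across 21 results, 160 alternative values were computed. By the rule used, 102 of them stayed, 50 moved and 8 reversed. Values without a test stayed when they lay within the interval of the reported value, or, for Oct4 differences with a library left out, within 1 standard deviation between libraries and in the same direction. Tested Oct4 values stayed when they kept their direction, whatever their size, and the longest run when it kept its side of 0.05. Staying in this sense does not mean unchanged, and it is a loose bar for Oct4, where the spread between libraries was wide. Without those that left out a library, 86 of 132 stayed, 44 moved and 2 reversed. The cause of the moves below was not tested unless stated. Results that had a p-value were Oct4 comparisons that could not reach 0.05 under any setting, and the longest run, for which the share of shuffles with a run as long stayed between 0.0002 and 0.02.

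Ratios of Spen KO-only to WT-only peaks depended on list length. In lists of equal length the ratio was 0.973 for H3K27Ac and 0.705 for H3K4me3, and for H3K9me3 it reversed to 0.652, because the weakest domains of the longer Spen KO list had been removed. The H3K27Ac and H3K4me3 ratios stayed below 1 in the alternatives run, but the H3K27Ac interval in lists of equal length included 1 (0.930 to 1.017). For H3K27Ac, the ratio was 0.585 with gaps of up to 1000 bp counted as shared, 0.604 on autosomes, 0.601 for 1-genotype peaks from the stronger 50% of their list and 0.679 on chromosomes with even H3K9me3 coverage. For H3K4me3, it was 0.409 with gaps counted, 0.335 in the stronger 50% of every list, 0.440 after merging within 1000 bp, 0.34 for 1-genotype peaks from the stronger 50%, and 0.447 on even chromosomes. For H3K9me3, it was 2.33 in the stronger 50%, 2.396 on autosomes and 3.57 on even chromosomes.

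The Jaccard index moved little. With gaps counted, it was taken after widening the peaks of both lists. For H3K27Ac it was 0.505 with gaps counted, 0.500 in lists of equal length and 0.489 on even chromosomes. For H3K4me3 it was 0.711 with gaps counted, 0.650 in the stronger 50%, 0.682 in lists of equal length and 0.691 on even chromosomes. For H3K9me3 it was 0.646 with gaps counted, 0.599 in the stronger 50%, 0.590 in lists of equal length, 0.627 after merging and 0.639 on even chromosomes.

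The share of H3K27Ac Spen KO-only peaks at WT-only H3K9me3 domains was 3.59% with gaps counted, 2.25% in the stronger 50% and 4.30% in lists of equal length. That of H3K4me3 was 3.15% with gaps counted and 3.11% in the stronger 50%. Under each alternative run for these shares, both stayed at or above percentile 99.12 of their random lists, including on even chromosomes. The mirror shares of WT-only peaks ranged from percentile 9.81 to 89.3 for H3K27Ac and from 1.23 to 99.58 for H3K4me3. The latter was reached with gaps counted, where 1.71% of WT-only H3K4me3 peaks overlapped, so under that rule the enrichment was not specific to Spen KO-only peaks.

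The share of H3K27Ac Spen KO-only peaks with Oct4 in both Spen KO libraries and no WT library was 0.535% with 50% overlap, 1.59% with gaps counted, 0.448% in lists of equal length, 1.26% after merging and 4.16% with Oct4 in at least 1 Spen KO library. Its percentile was 25.5 as reported and ranged from 0 without matching to 88.7 without Spen KO replicate 1, with 0.66 in lists of equal length and 79.6 after merging. It ranged from 0.855% to 2.99% across the 4 values that each left out an Oct4 library, with 2.99% without Spen KO replicate 1, 1.99% without Spen KO replicate 2 and 1.88% without WT replicate 2. Without WT replicate 1, the mirror share of WT-only H3K27Ac peaks was 1.59%, with 0.855% for Spen KO-only peaks. The mirror then asked for 1 WT library and the other share for both Spen KO libraries, so their order cannot be read. Without Spen KO replicate 1, where the looser condition fell on the Spen KO side, the mirror share was 0.0361%, with 2.99% for Spen KO-only peaks. The H3K4me3 share had percentiles from 7.38 to 90.9. It was 0.949% with Oct4 in at least 1 Spen KO library, and ranged from 0.339% to 1.19% when a library was left out. It was 1.19% without WT replicate 2, 0.678% without Spen KO replicate 1 and 0.610% without Spen KO replicate 2. Without WT replicate 1, its mirror share was 1.04%, with 0.339% for Spen KO-only peaks and the same limit on reading their order.

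The difference in Oct4 peak number was 49.5 on even chromosomes (p = 1, exact permutation test). When a library was left out, it ranged from -1288.5 (without WT replicate 1) to 1016.5 (without WT replicate 2). It was 69.5 without Spen KO replicate 1 and -341.5 without Spen KO replicate 2. The excess of overlap within genotypes, with a library left out, ranged from -0.113 without Spen KO replicate 1 to 0.205 without WT replicate 2, with -0.0672 without Spen KO replicate 2 and 0.0486 without WT replicate 1. The difference in X share of Oct4 peaks was 0.684 in the stronger 50% (p = 0.667, exact permutation test). Across the 4 values that each left out a library, it ranged from -0.159 without Spen KO replicate 2 to 0.614 without Spen KO replicate 1, with -0.146 without WT replicate 1 and 0.601 without WT replicate 2. The values that left out a library have no test, since 1 library remained in a group.

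The difference in X share of H3K27Ac peaks stayed within its interval in the 4 alternatives run. That of H3K4me3 was 0.763 in the stronger 50%, while in lists of equal length it was 0.142 with an interval that included 0 (-0.136 to 0.419). That of H3K9me3 was 0.397 in the stronger 50%, with an interval that included 0 (-0.106 to 0.901), and 2.74 in lists of equal length. The share of multi-copy peaks among H3K27Ac Spen KO-only peaks was 5.47% at 5 copies and 2.77% at 50 copies, and that of H3K4me3 was 5.16% and 3.23%, as the level itself requires. Each remained on the same side of its random lists.

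WT and Spen KO libraries share replicate numbers, but nothing in the labels says that a number marks a shared batch, and with 2 pairs the numbers are taken only as names. With the replicate number as a block, the exact sign-flip test, whose smallest p is 0.5, gave p = 1 for the difference in Oct4 peak number of -136, p = 0.5 for that of 0.612 at WT-only H3K9me3 domains and p = 1 for that of 1.06 at H3K27Ac Spen KO-only peaks, with values unchanged by construction.

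Overlap rules play no part in the Oct4 peak number, and lists of equal length fix its difference at 0, so these were not run. Overlap of 50% was not run for the Jaccard index or the overlap between Oct4 lists. Overlap rules and the restriction to autosomes do not apply to the X share, and the longest run uses no Oct4 library. Depth limits these results through the calling threshold, and read counts were not analysed here.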

Other observations

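The explanations tested below concern patterns seen in the lists. The tests on GC content, on blocks within chromosomes, on other antibodies, on opposite marks, on strong Oct4 peaks shared between libraries, on Oct4 peaks divided by distance to a TSS, on multi-copy H3K4me3 peaks, on the runs of absent peaks and on a gain of distal chromosome 4 were chosen only after the result was seen. Biological explanations were tested from these same lists alone. With 1 Spen KO clone, the knockout and any other difference of that clone were not separated.

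Chromosome-wide differences ran through the lists of all 4 antibodies. Chromosomes 4, 10, 12, 16 and 17 had the lowest H3K9me3 coverage in Spen KO relative to WT, below -0.3 on the log2 scale after centring on the median autosome. A shallower list might lose peaks unevenly. Among H3K4me3 WT peaks, 31.4% were missing from Spen KO on these chromosomes and 21.0% on the other autosomes, and within classes of equal score and width the difference was 9.65 percentage points (8.87 to 10.4). Depth or calling strength of the whole list therefore did not account for it. GC content did not account for it either. Over 489 autosomal bins of 5 Mb, 5 classes of GC content accounted for 3.74% of the variance of the H3K9me3 log2 ratio, and the chromosome accounted for 60.8%. Bins of the low chromosomes fell in each of the 5 classes, with 18 to 30 bins per class. Within classes, their H3K4me3 log2 ratio, which had not been used to choose these chromosomes, differed from that of the other autosomes by -0.22 (range over classes -0.29 to -0.10). The differences were not those of a single antibody. Across the 19 autosomes, the H3K9me3 ratio had a correlation of 0.924 with that of H3K4me3 (p = 1e-05, permutation test, adjusted 2.5e-05), 0.904 with that of H3K27Ac (p = 1e-05, adjusted 2.5e-05) and 0.823 with that of Oct4 (p = 4e-05, adjusted 6.7e-05), adjusted by Benjamini-Hochberg over 5 relations. The value 1e-05 is the smallest that 100000 permutations can give. Spearman's rho was 0.812, 0.870 and 0.596, and r was 0.890, 0.903 and 0.715 without the 2 farthest autosomes. Replicates of 1 genotype did not show it, with a correlation of -0.00279 (p = 0.99, adjusted 0.99) for Oct4 in WT and -0.270 (p = 0.27, adjusted 0.34) in Spen KO. A change of chromatin state would move active and silent marks in opposite directions, and the positive 0.904 between H3K27Ac and H3K9me3 argues against it as the main source.

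A copy number difference between the WT and Spen KO cells, such as gain or loss of chromosomes in culture, remains a candidate explanation for the chromosome-wide differences. It predicts that blocks within a chromosome that differ in H3K9me3 differ in the same direction in H3K4me3. Blocks were sought in the H3K9me3 bins alone, with at least 50% of the variance of a chromosome between block and rest. In each of the 6 blocks found, the H3K4me3 ratio moved in the same direction, by a mean of 0.13 on the log2 scale signed by H3K9me3, against -0.09 to 0.08 (middle 95%) when the H3K4me3 bins were shifted along the chromosome (p = 0.001, permutation test). The clearest lay on chromosomes 1 and 4. From 95 to 130 Mb of chromosome 1, the log2 ratio in Spen KO was 1.10 higher than on the rest of the chromosome for H3K9me3, 0.25 for H3K4me3, 0.31 for H3K27Ac and 0.72 for Oct4. From 75 to 155 Mb of chromosome 4, it differed by -0.64, -0.19, -0.37 and -0.54. The other 4 blocks had smaller H3K9me3 differences, and H3K27Ac and Oct4 both followed only in that on chromosome 12. On chromosome 5 (H3K9me3 -0.42), H3K27Ac differed by -0.47 and Oct4 by 0.65. On chromosome 13 (H3K9me3 0.33), they differed by -0.005 and -0.38. On chromosome 16 (H3K9me3 0.29), they differed by -0.13 and -0.59. An earlier test on single steps gave no support, with the steps of H3K9me3 and H3K4me3 a median of 40 Mb apart on 3 autosomes (p = 0.57, permutation test), but a single step cannot represent a block in the middle of a chromosome. The H3K4me3 values had the direction that a copy number difference needs, but the Oct4 values on chromosomes 5, 13 and 16 did not. In the 4 smaller blocks, H3K4me3 differed by -0.06 (chromosome 5), -0.03 (chromosome 12), 0.15 (chromosome 13) and 0.13 (chromosome 16). Only the direction was compared for single blocks, and the size was not. A copy number difference stays a hypothesis, since the test was chosen and run on the same lists. The input libraries, which would show copy number directly, were not analysed here. Comparisons of peak numbers between genotypes carry this limit. The overlap of Spen KO-only peaks with WT-only H3K9me3 domains was 2.70% for H3K27Ac and 2.29% for H3K4me3 on chromosomes with even coverage.

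The higher X share of H3K27Ac in Spen KO stood out from the other marks. If the Spen KO cells had more copies of the X, H3K27Ac would follow H3K4me3 as it does on the autosomes. The X lay 0.93 above the line fitted to the autosomes on the log2 scale, whose own residuals ranged from -0.27 to 0.15. Peaks near the calling threshold could also raise a share. However, the 101 X peaks found in both lists rose by a median of 21.1 percentile points in rank, while the medians of single autosomes ranged from -9.31 to 8.16 over 6195 paired peaks on all chromosomes. A rise of H3K27Ac on the X is therefore a hypothesis these lists do not exclude. They hold 1 list per genotype, and neither Spen itself nor another property of the clone was tested as its origin.

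Oct4 WT replicate 1 had most of its peaks near TSSs. Lower depth of the same binding would leave strong peaks that the other libraries share. At most 24.8% of its peaks were found in another library, while among the other 3 libraries, 40.8% to 63.1% of the 1806 strongest peaks of a library were found in the list of another. Of the 1806 strongest peaks of these 3 libraries, 15.5% to 19.1% were found in WT replicate 1. Promoter background in place of Oct4 binding is a candidate explanation. The octamer ATGCAAAT, which Oct4 binds, was 3.74-fold more frequent in its peaks than in flanking windows, and 4.93-fold to 5.48-fold in the other libraries, which left the whole list between these readings. For its peaks farther from a TSS, the enrichment of 10.2-fold against 5.17-fold to 6.17-fold in the other libraries argues against background. For its peaks within 1000 bp of a TSS, the enrichment was 1.48-fold, with 1.28% of peaks against 0.863% of flanking windows and overlapping intervals. The other libraries had 1.85-fold to 5.14-fold near TSSs, but the share in Spen KO replicate 1 (1.71%, 0.979 to 2.96) also overlapped that of its flanks (0.925%). Background and true binding near TSSs cannot be told apart with so few octamers.

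H3K27Ac Spen KO-only peaks held more multi-copy sequence than matched random lists. If mapping of repeats differed between the genotypes for every antibody, H3K4me3 would follow, with more such sequence in its Spen KO-only than in its WT-only peaks. The H3K4me3 share was 4.28% (3.61 to 5.07) of Spen KO-only and 6.14% (5.64 to 6.69) of WT-only peaks, the reverse of H3K27Ac, and both lay below their matched random lists. A mapping difference limited to the H3K27Ac libraries was not tested. Loss of H3K9me3 at repeat copies may contribute. Of the 101 H3K27Ac Spen KO-only peaks at WT-only H3K9me3 domains, 7 were multi-copy (6.93%, Wilson 95% interval 3.398 to 13.6), against 3.52% of the other Spen KO-only peaks (p = 0.0942, Fisher's exact test, two-sided). With 7 peaks, this and the absence of such a link cannot be told apart.

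The runs of absent H3K4me3 peaks were examined for deletions. On chromosome 12, the Spen KO lists of the other antibodies had 14 peaks in the region and the WT lists 9, which argues against a deletion in all cells, and 10% of the peaks in the run were multi-copy (1.79 to 40.4), close to the 10.5% of the whole WT list. What removed these H3K4me3 peaks was not found. On chromosome 6, 100% of the 10 peaks in the run were multi-copy (72.2 to 100), so placement of repeated reads is a candidate explanation. The other antibodies had 0 peaks there in either genotype, so a deletion and a difference in mapping cannot be told apart, although the Spen KO H3K4me3 list had 1 peak within the region.

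H3K4me3 covered 15.1 kb more of Spen in Spen KO than in WT. The gain exceeded that of 99.97% of the 15468 protein-coding genes with H3K4me3, with 3 genes above it and a median change of -353 bp, so generally wider peaks did not account for it. A gain of copies of distal chromosome 4 could widen peaks as well. Beyond the step in H3K9me3 at 75 Mb, the 17 bins of 5 Mb had a median log2 H3K9me3 ratio of -0.61 (range -1.25 to -0.24), and each lay below the autosomal median of -0.10. The H3K4me3 ratio was below its autosomal median in 15 of the 17 bins. These values argue against a gain of the distal part of the chromosome. A gain confined to a region smaller than a bin was not tested. An effect of the targeting itself on the gene was not tested. The study describes the knockout as a deletion of most of Spen. It also reported more Spen mRNA when the protein was lost, and proposes that Spen protein represses its own RNA. Whether either accounts for the wider H3K4me3 was not tested here.

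The number of H3K27Ac Spen KO-only peaks here was 3510. That is higher than the value quoted from the study above for sites gaining this mark, which came from read counts. The number of WT-only H3K9me3 domains here was 6332. That is higher than the value quoted from the study above for sites losing this mark.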
